# Epigenetic Silencing of Tumor Suppressor miR-124 Directly Supports STAT3 Activation in Cutaneous T-Cell Lymphoma

**DOI:** 10.3390/cells9122692

**Published:** 2020-12-15

**Authors:** Lidia García-Colmenero, Jéssica González, Juan Sandoval, Yolanda Guillén, Angel Diaz-Lagares, Evelyn Andrades, Arnau Iglesias, Lara Nonell, Ramon Maria Pujol, Anna Bigas, Lluís Espinosa, Fernando Gallardo

**Keywords:** cutaneous T-cell lymphoma, mycosis fungoides, Sézary syndrome, STAT3 (signal transducer and activator of transcription-3), JAK/STAT (janus kinase/signal transducer and activator of transcription), miR-124

## Abstract

Increasing evidence supports a potential role for STAT3 as a tumor driver in cutaneous T-cell lymphomas (CTCL). The mechanisms leading to STAT3 activation are not fully understood; however, we recently found that miR-124, a known STAT3 regulator, is robustly silenced in MF tumor-stage and CTCL cells. Objective: We studied here whether deregulation of miR-124 contributes to STAT3 pathway activation in CTCL. Methods: We measured the effect of ectopic mir-124 expression in active phosphorylated STAT3 (p-STAT3) levels and evaluated the transcriptional impact of miR-124-dependent STAT3 pathway regulation by expression microarray analysis. Results: We found that ectopic expression of miR-124 results in massive downregulation of activated STAT3 in different CTCL lines, which resulted in a significant alteration of genetic signatures related with gene transcription and proliferation such as MYC and E2F. Conclusions: Our study highlights the importance of the miR-124/STAT3 axis in CTCL and demonstrates that the STAT3 pathway is regulated through epigenetic mechanisms in these cells. Since deregulated STAT3 signaling has a major impact on CTCL initiation and progression, a better understanding of the molecular basis of the miR-124/STAT3 axis may provide useful information for future personalized therapies.

## 1. Introduction

Recent studies have explored the mutational profile in cutaneous T-cell lymphomas (CTCL), particularly in Mycosis Fungoides (MF) and Sézary Syndrome (SS). Results from these studies indicate that patients with MF or SS have complex, heterogeneous, unspecific, or non-recurrent genomic alterations. Previously known and newly described somatic mutations, copy number variations, and gene fusions involving T-cell activation, apoptosis, cell cycle, DNA repair, or chromatin remodeling may contribute to CTCL development or progression [1,2,3,4,5,6,7,8,9,10]. Activating mutations or copy number gains in JAK/STAT pathway components have become an interesting field for research in CTCL and promising targets for therapy [3,5,10,11].

The JAK/STAT pathway is recognized as one of the major mechanisms by which cytokine receptors transduce intracellular signals to the target gene promoters in the nucleus, providing a mechanism for transcriptional regulation. This signaling pathway influences normal cell survival and growth mechanisms and its deregulation may contribute to oncogenic transformation [12,13,14]. Increasing evidence supports a potential role of STAT3 as a tumor driver in CTCL [3,5,9,10,15,16,17,18,19], and most human SS cells and CTCL cell lines display constitutively activate phosphorylated STAT3 (p-STAT3) with STAT3 inhibition resulting in massive apoptosis [20,21,22]. Recently, it has been demonstrated that mice carrying an activated STAT3 transgene develop a lymphocytic syndrome similar to human SS [23]. Nevertheless, the precise mechanism by which STAT3 activation contributes to CTCL and the upstream elements that regulate the pathway in this particular disease remain poorly understood.

Recently, we found that the promoter region of miR-124, a putative regulator of STAT3 in different types of cancer [24,25,26,27], was robustly methylated in CTCL cell lines (including MF and SS) compared with inflammatory disease (ID) skin samples [28]. Herein, we aim to investigate the functional contribution of miR-124 regulation to STAT3 pathway activation in CTCL.

## 2. Materials and Methods

### 2.1. Study Samples, Cell Lines, and Treatments

Fresh-frozen samples from 12 patients diagnosed with Mycosis Fungoides tumor stage (MFt) and 4 representative human cancer CTCL cell lines (American Type Culture Collection, Manassas, VA, USA) Myla (MF), HuT-78, SeAx (SS), and HH (aggressive non-MF CTCL) were used in the different experiments. Control samples for the different study methods included: frozen samples from cutaneous inflammatory diseases (ID) showing a dense lymphocytic infiltrate (psoriasis, *n* = 9), a validation data set as an independent cohort of paraffin-embedded MFt samples (*n* = 19), ID controls (psoriasis, *n* = 7) as well as healthy skin (normal tissue from healthy donor) as a normalization data set. 

### 2.2. DNA Methylation Status of the miR-124 Promoter in CTCL Cell Lines and Patients

DNA from these cell lines and patients was quantified by Quant-iT Pico Green dsDNA Reagent (Invitrogen, Thermo Fisher Scientific, Inc., Waltham, MA, USA) and the integrity was analyzed in a 1.3% agarose gel. Bisulphite conversion of 600 ng of each sample was performed according to the manufacturer’s recommendation for Illumina Infinium Assay (Illumina, Inc. San Diego, CA, USA). Effective bisulphite conversion was checked for three controls that were converted simultaneously with the samples. Four microliters of bisulphite-converted DNA were used to hybridize on Infinium Human Methylation 450 Bead Chip, following Illumina Infinium HD Methylation protocol. Chip analysis was performed using the Illumina HiScan SQ fluorescent scanner. The intensities of the images are extracted using Genome Studio (2010.3) Methylation module (1.8.5) software from Illumina. Methylation score of each CpG is represented as β-value. In patients, for determining differences in miR-124 DNA promoter methylation, non-parametric Wilcoxon tests were applied. Probes with multiple test-corrected *p*-value below 0.05 and a delta value threshold of 0.2 in absolute value were used for selecting the relevant CpGs. All statistical analyses were performed with the Bioconductor project (v2.3) in the R statistical environment (v.2.8.1).

### 2.3. Expression Analysis of miR-124 by qRT–PCR

Total RNA extraction was obtained using the RNeasy Kit from Qiagen (Hilden, Germany). RNA was quantified using a NanoDrop ND-1000 Spectrophotometer (Axon Instruments, Sunnyvale, CA, USA) and analyzed using the RNA Nano 6000 (Bioanalyzer 2100, Agilent Technologies, Palo Alto, CA, USA) in order to analyze the RNA integrity. Samples included in the study had a quality index RIN (RNA integrity number) ≥6. Complementary DNA retro-transcription was synthesized with the qRT first-strand complementary DNA synthesis kit (Amersham Pharmacia Biotech, Piscataway, NJ, USA) following the manufacturer’s instructions. qRT–PCR in triplicate on the Light Cycler 480 (Roche Molecular Systems Inc., Rotkreuz, Switzerland) was performed using a TaqMan Universal PCR Master Mix kit and the ABI PRISM 7900HT Sequence Detection System 7900HT (TaqMan microRNA assays, Applied Biosystems, Foster City, CA, USA) and finally analyzed with SDS software. Each qRT–PCR product concentration (Ct) value was normalized (threshold cycle) relative to endogenous controls.

Validation data set that included an independent cohort of paraffin-embedded MFt samples (*n* = 19) and ID controls (psoriasis, *n* = 7). The diagnosis of MF samples was established according to the World Health Organization/European Organization for Research and Treatment of Cancer classification [29]. Total RNA was extracted from 10 × 10 μm paraffin embedded tissues from the retrospective patient cohort using the commercial kit (MirVanaTMmiRNA Isolation Kit) following the manufacturer’s protocol (Ambion, Austin, TX, USA). For coding genes, keratin 14 (previously normalized by glyceraldehyde 3-phosphate dehydrogenase) was used to normalize overexpression of miR-124 from epidermal component in healthy skin normalization data set and U48 was used in microRNA quantification. The 2-(ΔΔCt) method was used to determine relative quantitative levels of each gene or microRNAs. In short, ΔCt = Ct sample of interest—Ct control) and compared with control patient samples (reference sample), by the method ΔΔCt (ΔΔCt = ΔCt sample of interest—ΔCt reference sample).

### 2.4. Lentiviral Transfection

Ectopic expression of miR-124 in CTCL cell lines infected with lentivirus encoding for miR-124 was evaluated. CTCL cell lines were transient transfected with a lentiviral vector encoding miR-124 (HEK293T cells, DVR8.2 [packaging], PMD2G [envelope]; Addgene, MA, USA). Twenty-four hours later supernatant was ultracentrifuged and the viral pellet was resuspended in 100 mL of phosphate-buffered saline. Twenty microliters of fresh viral suspension were used per infection. Transfected cells were selected in puromycin containing medium and analyzed by Western blot for STAT3 and STAT3 levels. The impact on STAT3 signaling was evaluated using expression microarray (Agilent Human microarrays v3, ID021827; Agilent Technologies, Santa Clara, CA, USA) to compare transcriptional profiles of control CTCL cells and miR-124 expressing cells (after lentiviral transduction).

### 2.5. Microarray Expression Profiles

To study the transcriptional impact of miR-124 expression in CTCL, microarray expression analysis on control CTCL cells and cells transduced with the lentiviral miR-124 construct was performed. We arbitrarily fixed a minimum fold change of 1.5 and a *p*-value ≤ 0.05 as the threshold cut-off for selection of differentially expressed genes. RNA samples obtained from both miR-124 transfected/non-transfected cell lines were processed according to the manuals GeneChip 3′ IVT Pico Reagent kit (P/N 703,308 Rev. 1) and Expression Wash, Stain and Scan User Manual (P/N 702,731 Rev. 3) by Affymetrix Inc. (Santa Clara, CA, USA). Whole transcriptome analysis was performed by using Affymetrix GeneChip PrimeView Human Gene Expression Array in a GeneChip hybridization oven 640. After quality control of raw data, they were background corrected, quantile-normalized and summarized to a gene-level using the robust multi-chip average (RMA) [30]. Linear Models for Microarray (LIMMA from Bioconductor) [31], a moderated *t*-statistics model, was used for detecting differentially expressed genes between the two conditions. Genes with a *p* < 0.05 and with an absolute fold change (FC) value above 1.5 were selected as significant. Statistical analyses were performed using R (v 3.3.0, R Core Team, Vienna, Austria) with Affymetrix and LIMMA packages. 

### 2.6. Gene Ontology Analysis of Differentially Expressed Genes

Functional profiles were assessed using Ingenuity Pathway Analysis (IPA, http://www.ingenuity.com/, Qiagen, Hilden, Germany). Overrepresentation analysis of Gene Ontology (GO) categories and pathways was used to explore the functions associated with miR-124 regulated genes in CTCL. Gene set enrichment analysis (GSEA) software was run using as input the matrix with the normalized expression values of all genes. Hallmark and curated gene sets were used setting a significance threshold of a *p*-value < 0.05.

### 2.7. Ethical Considerations

The approval for the study was provided by the Comitè Ètic d’Investigació Clínica from l’Insititut Municipal d’Assistència Sanitària (CEIC-PSMAR) and written informed consent was obtained from all patients according to the national and international guidelines (code of ethics, the Declaration of Helsinki Principles) and the legal regulations on data privacy (Law 15/1999 of 13 December on the Protection of Personal Data (Data Protection Act) were considered. All samples stored in the tumor bank (Hospital del Mar in Barcelona, Spain) have the informed consent of patients.

## 3. Results

### 3.1. Silencing of miR-124 as a Consequence of Its Promoter Hypermethylation in Both CTCL Cell Lines and MF Tumor Samples

By the analysis of a 450K DNA methylation microarray data from our group [32] (submitted to GEO), we detected a significant hypermethylation of the miR-124 promoter in the CTCL cell lines HuT78 and HH (Figure 1A). The treatment of several CTCL cell lines with the DNA demethylating agent 5-Aza-2′-deoxycytidine (AZA) significantly increased the expression levels of miR-124 (Figure 1B).

By 450K analysis in MFt samples, we confirmed the presence of highly methylated CpG islands in the proximal miR-124 promoter (Table S1, Figure 1C). However, miR-124 promoter expression in this MFt cohort was not significantly different when compared with ID samples, but showed a statistical trend if outliers were excluded (Mann–Whitney test, *p*-value = 0.0714, trend *p* < 0.01; *t* test, *p*-value = 0.0449) (Figure 1D). Expression of miR-124 by qRT-PCR in an independent MF cohort of paraffin skin samples regarding ID disclosed no significant results (data not depicted).

### 3.2. Hypermethylation of the miR-124 Promoter in CTCL Cells Leads to miR-124 Silencing and Increased STAT3 Levels

CTCL cell lines contain variable levels of activated p-STAT3 (Figure 2) [21,22]. We tested the possibility that miR-124 levels contribute to the regulation of STAT3 signaling in CTCL by transducing a lentiviral vector encoding miR-124. Ectopic miR-124 expression significantly reduced p-STAT3 levels in CTCL cells, as determined by Western blot analysis (see lanes 5 and 6, Figure 2). Comparable effects were detected in cells transduced with the miR-124 construct together with control vector, with the exception of HH cells, which contain the highest levels of p-STAT3 (lanes 3 and 4, Figure 2), likely due to dilution of miR-124 expression vector. As a negative control, increased miR-124 expression did not affect levels of the Notch ligand Jagged1 (Figure 2) that we previously found associated with human CTCL and regulated by miR-200c in these cells.

### 3.3. Ectopic miR-124 Expression in CTCL Cells Imposes an Altered Gene Expression Profile

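Gene expression was measured in SeAx, a T-cell line derived from a patient with Sézary syndrome, on 4 Affymetrix PrimeView arrays. Of these, 2 arrays held RNA of control cells and 2 held RNA of cells transduced with the lentiviral miR-124 vector. The sample labels name only the SeAx line and only the word control, whereas the text speaks of CTCL cells and of non-transduced control cells. By the methods, transduced cells were selected with puromycin. One methods paragraph names Agilent arrays for this comparison, and another names Affymetrix arrays, as do the labels. The values used here come from the PrimeView arrays. The authors corrected the background, quantile-normalized the arrays and summarized the probes by RMA, so each value is the log2 signal of 1 probe set. The 4 arrays have nearly the same distribution, with medians of 7.27 to 7.31. Of 49495 probe sets, 202 are array controls, and the other 49293 were tested with limma, with condition as the only term. At the gene level, 18244 genes were each represented by the probe set with the highest mean over the 4 arrays. The threshold was that of the study, an unadjusted p under 0.05 and a fold change above 1.5 in either direction, and the number of genes past a Benjamini-Hochberg adjusted p of 0.05 was counted beside it. Gene lists were tested with limma's camera. No source used here says whether the 2 arrays of a condition came from separate cultures, so the spread between them, and every p derived from it, may be technical. With 2 arrays per condition, the number of arrays limits the precision of every value.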

We performed microarray expression analysis of control (non-transduced) and lentiviral miR-124-transduced CTCL cells (data submitted to GEO: GSE130809). Principal component analysis (PCA) based on total gene expression showed that control (p-STAT3 positive) and miR-124-transduced (*p*-STAT3 negative) CTCL cells clustered separately (Figure 3A). 

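The control and miR-124-transduced cells were separated along the second principal component, and the array number along the first. On the centred log2 values of the 49488 probe sets that varied, array controls included, PC1 held 65.2% of the variance and PC2 held 23.0%. On PC1, control 1 lay at -30.3 and miR-124 1 at -21.3, while control 2 lay at 10.2 and miR-124 2 at 41.3. On PC2, both control arrays had negative coordinates, -9.09 and -22.1, and both miR-124 arrays had positive ones, 21.4 and 9.78. When each probe set was scaled to unit variance, PC1 held 49.4% and PC2 held 29.1%, and the arrays of the 2 conditions again lay on opposite sides of PC2, with the controls at -32.6 and -139.5 and the miR-124 arrays at 148.8 and 23.3. Of the total variance of the 4 arrays over the tested probe sets, 28.2% lay between the conditions, 58.0% between the arrays numbered 1 and those numbered 2, and 13.8% along the remaining contrast. With 2 arrays against 2, the separation was not tested.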

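In miR-124-transduced cells, 28 genes passed the study's threshold, of which 12 were higher and 16 were lower than in control cells. The largest fall was that of CYP4Z1, a cytochrome P450 of the fatty acid hydroxylase family, which went from 8.34 ± 0.02 (SD, n = 2) in control cells to 7.15 ± 0.14 (SD, n = 2), or 2.28-fold lower. CLDN20, a claudin of tight junctions, was 1.75-fold lower (log2 fold change -0.80, standard error 0.11). LY75, an endocytic receptor of leukocytes, was 1.57-fold lower (log2 fold change -0.65, standard error 0.19), and the G protein-coupled receptors GPR34 and GPR52 were 1.58-fold and 1.53-fold lower. ASPN, a leucine-rich proteoglycan, TTN, which encodes titin, TMEM14EP, a pseudogene, and the small nucleolar RNA SNORA2C were also lower, by 1.51-fold, 1.50-fold, 1.66-fold and 1.64-fold. Among the genes that rose, MAP3K14, the kinase of the noncanonical NF-κB pathway, was 1.66-fold higher (log2 fold change 0.73, standard error 0.19). SMG6, an endonuclease of nonsense-mediated mRNA decay, was 1.63-fold higher, from 8.72 ± 0.26 to 9.43 ± 0.01 (SD, n = 2 each). OMD, a proteoglycan shown in Fig. 3B, was 1.64-fold lower. SNORA37 and CATSPERT, also shown there, passed the threshold as lower, SNORA37 not without control replicate 1 or miR-124 replicate 1, but their means in both conditions lie under the mean of the background probe sets (5.18 to 5.23 per array), so no fold is given. The kinase gene NIM1K and the exonuclease gene REXO1 were 1.61-fold and 1.52-fold higher.
Over all probe sets, 91 passed the same threshold, 34 of them higher and 57 lower. No gene and no probe set reached an adjusted p under 0.05 in limma, while 813 genes and 2331 probe sets had an unadjusted p under 0.05. The number of genes and of probe sets past the threshold was 33 and 129 without control replicate 1, 102 and 309 without control replicate 2, 340 and 1078 without miR-124 replicate 1, and 83 and 203 without miR-124 replicate 2. CYP4Z1 and CLDN20 passed with each array left out in turn. Without control replicate 1, MAP3K14, LY75, GPR34, GPR52, ASPN, TTN, TMEM14EP, REXO1 and OMD no longer passed, with log2 fold changes of 0.66, -0.73, -0.45, -0.38, -0.48, -0.39, -0.57, 0.42 and -0.45 in this order. Without control replicate 2, this held for SMG6, NIM1K, LY75 and SNORA2C, at 0.52, 0.40, -0.58 and -0.40. Without miR-124 replicate 1, it held for NIM1K, SNORA2C, GPR34, GPR52 and OMD, at 0.60, -0.52, -0.60, -0.64 and -0.72, and without miR-124 replicate 2 for MAP3K14, LY75, GPR52, ASPN, TTN, REXO1 and OMD, at 0.49, -0.40, -0.59, -0.47, -0.54, 0.41 and -0.70. With the mean of all probe sets of a gene, ASPN, TTN and REXO1 no longer passed, at -0.37, -0.46 and 0.43, and the same held for REXO1 after cyclic loess, at 0.57, and for SNORA2C with array weights, at an unadjusted p of 0.055.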

We identified 1858 differentially expressed genes (DEG) in miR-124-transduced cells (compared to control cells) with *p* < 0.05 and |FC| > 1.5 (data deposited in GEO, GSE130809). 

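No member of the lists of JAK/STAT components and of STAT3, NF-κB, MAPK and p53 target or response genes passed the study's threshold in miR-124-transduced cells on its brightest probe set. Of 29 lists written before the data were examined, none passed an adjusted p of 0.05 in camera with the preset correlation of 0.01 or with an estimated correlation. Of 54 components of the JAK/STAT pathway, 33 were higher and 21 lower, with a median log2 fold change of 0.04, and no member passed the study's threshold (camera, adjusted p = 0.98). STAT3 itself had 3 probe sets, with log2 fold changes of -0.02, -0.07 and 0.25. JAK1, JAK3 and STAT5B, all bright on the arrays, had log2 fold changes of -0.14, 0.07 and -0.07 on their brightest probe sets. STAT5B was higher on 1 of its 4 probe sets. JAK2 had log2 fold changes of 0.31, -0.27 and 0.14 on its 3 probe sets. The brightest passed the threshold without miR-124 replicate 1, at 0.72, a value that takes in part of the difference between the array numbers. Of 44 known target genes of STAT3, 30 were higher and 14 lower, with a median of 0.07 (camera, adjusted p = 0.48), and none passed the threshold. The 35 target genes of NF-κB had a median of 0.06, the 29 genes that respond to MAPK and RAS signalling a median of 0.00, and the 30 target genes of p53 a median of -0.01. Their adjusted p in camera was 0.81 for NF-κB and 0.98 for each of the other lists, and no member of the 3 lists passed the threshold. Without miR-124 replicate 2, the p53 list was called lower at an adjusted p of 0.0094, or 0.97 with an estimated correlation. None of the members of these lists passed an adjusted p of 0.05 when adjusted over the list alone. The categories of the study came from Ingenuity Pathway Analysis, whose gene sets were not used here.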

Ingenuity Pathway Analysis revealed that DEG in miR-124-transduced cells grouped into specific functional categories including MYC, MAPK/KRAS, p53, NF-κB or the JAK/STAT pathways (not depicted). 

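CCR8, a chemokine receptor of T cells, was lower in both miR-124-transduced arrays than in both control arrays, at 4.94 ± 0.20 against 5.49 ± 0.08 (SD, n = 2 each). Its log2 fold change was -0.54 (standard error 0.13, unadjusted p = 0.0095 from limma), and it did not pass the study's threshold. CCR8 is dim on these arrays, at the 19.1 percentile of all genes by mean level, and its miR-124 mean lies under the array background, so that the size of the difference is uncertain. EED, a subunit of the polycomb repressive complex 2, was abundant and 1.13-fold lower on its brightest probe set, at 11.86 ± 0.03 against 12.03 ± 0.08 (SD, n = 2 each), with an unadjusted p of 0.11. On its other 3 probe sets it was lower by more, with log2 fold changes of -0.36, -0.42 and -0.51, each with an unadjusted p under 0.05 from limma and none past the fold change of 1.5, and the last of these lies under the array background. RPTOR, the regulatory subunit of mTORC1, had 6 probe sets. On 5 of them it was higher in miR-124-transduced cells, including the brightest with a log2 fold change of 0.32 (standard error 0.13, unadjusted p = 0.067 from limma). On the dimmest it was lower, at 5.08 ± 0.11 against 5.68 ± 0.05 (SD, n = 2 each), and passed the threshold, with the miR-124 mean under the array background of 5.18 to 5.23, so that the size of the difference is uncertain. CYBB, the catalytic subunit of the phagocyte NADPH oxidase, was at 5.21 ± 0.44 against 5.17 ± 0.40 (SD, n = 2 each), and its 4 probe sets had log2 fold changes from -0.73 to 0.04, none of which passed. CCR8 passed the threshold without control replicate 2 and without miR-124 replicate 2, with log2 fold changes of -0.60 and -0.68.

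**Figure D1:**
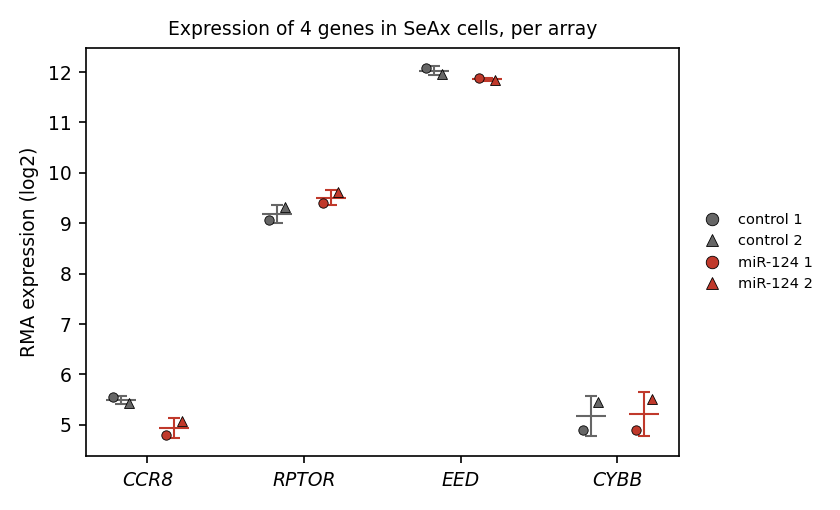
RMA expression (log2, y axis) of CCR8, RPTOR, EED and CYBB on their brightest probe sets in the 2 control and 2 miR-124-transduced arrays. Points are single arrays, horizontal lines the mean and bars the SD. CCR8 lies at 5.54 and 5.43 in the control arrays and at 4.80 and 5.08 in the miR-124 arrays, and CYBB overlaps between the conditions.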

Interestingly, genes downregulated in the miR-124-transduced condition include genes that have been associated with T-cell function and STAT3 regulation such as CCR8 [33], RPTOR [34,35], EED [36], or CYBB [37]. In contrast, genes upregulated in miR-124 expressing cells were mainly associated with inflammation and immune response such as IFNL1 [38], CYP1A1 [39], IL26 [40], CXCL9 [41], and MYD88 [42] (Figure 3B). Additionally, GSEA showed that MYC and E2F target genes were downregulated in miR-124-transduced cells, and these cells display expression dynamics comparable to that observed after miR-21 inhibition in glioma cells [43,44] (Figure 3C).

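CYP1A1, a cytochrome P450 of xenobiotic metabolism, rose 2.07-fold, from 10.31 ± 0.17 to 11.35 ± 0.11 (SD, n = 2 each), with an unadjusted p of 0.00058 from limma, and its other probe set rose by 1.16 on the log2 scale. CXCL9, a chemokine induced by interferon gamma, rose 1.80-fold, from 8.88 ± 0.12 to 9.73 ± 0.17 (SD, n = 2 each), with an unadjusted p of 0.0016. Both passed the threshold with each array left out in turn. MYD88, the adaptor of Toll-like and IL-1 receptors, had log2 fold changes of 0.16 to 0.52 on its 5 probe sets and 0.28 on the brightest, and none passed the threshold. IFNL1, a type III interferon, was at 6.92 and 8.08 in the control arrays and at 7.37 and 10.14 in the miR-124 arrays, a log2 fold change of 1.26 (standard error 0.99, unadjusted p = 0.27 from limma). IL26, a cytokine of the IL-10 family, had a log2 fold change of 0.62 (standard error 0.77, unadjusted p = 0.46 from limma). Without miR-124 replicate 1, IFNL1 and IL26 passed the threshold, with log2 fold changes of 2.64 and 1.61. That setting sets miR-124 2 alone against both controls, and control 2 was above control 1 for both genes. These values therefore take in part of the difference between the array numbers. Both genes also passed with a block for the array number, though no source used here says that a number pairs the samples. Of 64 genes stimulated by interferon, 32 were higher and 32 lower, CXCL9 alone passed the threshold on its brightest probe set, IFI35 and PLSCR1 passed it as higher on a dimmer one, and the median log2 fold change was 0.00 (camera, adjusted p = 0.98). Over the 44 genes of Fig. 3B with a probe set here, 35 differed in the direction of the figure on their brightest probe set, 6 of these past the threshold, and 12 had at least 1 probe set past it in that direction. The paper picked these genes as top changes in the same arrays, so a shared direction is no independent evidence.

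**Figure D2:**
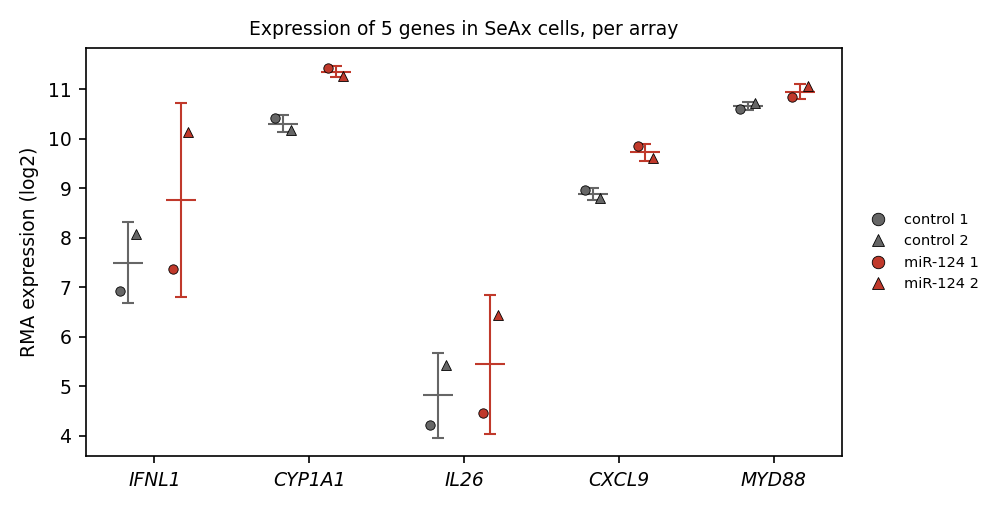
RMA expression (log2, y axis) of IFNL1, CYP1A1, IL26, CXCL9 and MYD88 in the 2 control and 2 miR-124-transduced arrays. Points are single arrays, horizontal lines the mean and bars the SD. The arrays of the 2 conditions do not overlap for CYP1A1, CXCL9 and MYD88, whereas the miR-124 arrays of IFNL1 lie at 7.37 and 10.14.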

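No MYC or E2F target gene passed the study's threshold between the conditions. Of 188 MYC target genes, 118 were lower and 70 higher in miR-124-transduced cells, with a median log2 fold change of -0.04 (quartiles -0.10 and 0.05). Of 188 E2F target genes, which act in DNA replication and the cell cycle, 105 were lower and 83 higher, with a median of -0.02 (quartiles -0.12 and 0.09). The adjusted p in camera was 0.48 for the MYC list and 0.98 for the E2F list (0.99 for both with an estimated correlation). The E2F target genes were at a median of 0.10 above their gene means in control 1 and 0.17 above in miR-124 1, and at -0.08 in control 2 and -0.16 in miR-124 2. The 41 S phase genes and the 54 G2/M genes had median log2 fold changes of -0.01 and -0.02 between the conditions (camera, adjusted p = 0.81 and 0.98). Without control replicate 2, the MYC and E2F lists were called lower in camera, with medians of -0.07 and -0.10. Without miR-124 replicate 1, they were called lower, with medians of -0.11 and -0.17. Without miR-124 replicate 2, they were called higher, with medians of 0.03 and 0.16. The S phase and G2/M lists were called in the same direction as the E2F list in each of these settings. None of these calls held with an estimated correlation. With 1 array left out, 1 condition holds a single array number, so the contrast takes in part of the difference between the numbers. The E2F list was lower in the arrays numbered 2 in both conditions, and its medians moved as this difference gives. Of 30 known target genes of miR-21, 14 were higher and 16 lower, with a median of -0.01 (camera, adjusted p = 0.98). Of 49 known target genes of miR-124, 30 were higher and 19 lower, with a median of 0.02, although camera gave the list the direction down (adjusted p = 0.98). The MYC and E2F lists were written from memory of the Hallmark sets, and the glioma gene set of the study was not used here.

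**Figure D3:**
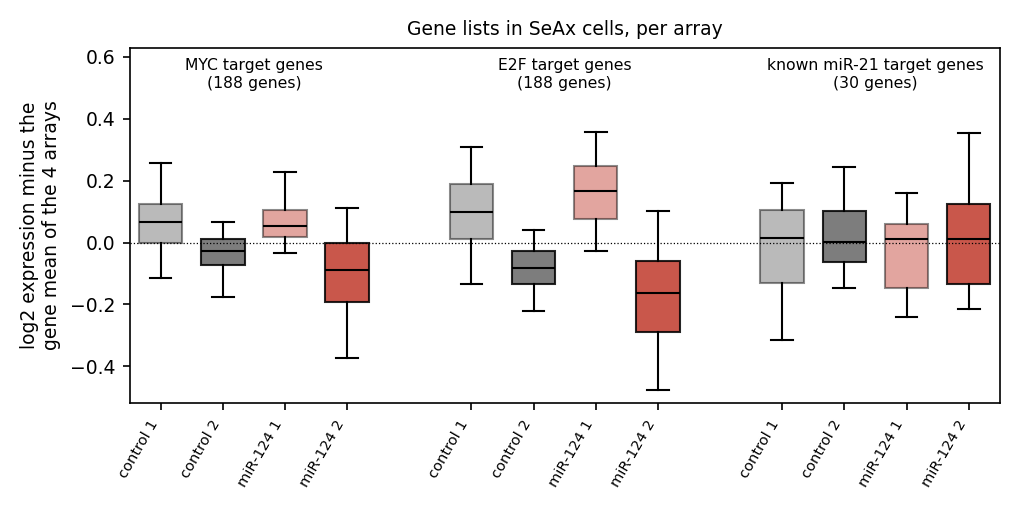
Expression of MYC target genes, E2F target genes and known miR-21 target genes in each of the 4 arrays, as the log2 value minus the gene's mean over the 4 arrays (y axis). Boxes span the quartiles with the median as a line, and whiskers the 5th to 95th percentile of the genes. The E2F target genes have medians of 0.10 and 0.17 in control 1 and miR-124 1, and of -0.08 and -0.16 in control 2 and miR-124 2.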

### 3.4. CTCL Cells Carrying STAT3 Activation Are Highly Sensitive to Pharmacologic JAK/STAT Inhibition

Finally, we performed a dose–response assay in CTCL cells using the JAK/STAT pathway inhibitor Ruxolitinib. We found that low idoses of the inhibitor (1 μM) completely precluded JAK/STAT activation in these cells as indicated by the absence of phosphorylated STAT3, independent of the basal amount of the protein (Figure 4A). Importantly, analysis of cell numbers after 48 h of Ruxolitinib treatment indicated a superior sensitivity of HH and SeAx cells, which contain higher amounts of p-STAT3 under basal conditions (Figure 4B).

Together, our results indicate that epigenetic downregulation of miR-124 is responsible for supporting high p-STAT3 levels in CTCL cells. In addition, our data suggest that p-STAT3 levels in these cells are predictive of their sensitivity to specific JAK/STAT inhibitors, thus highlighting a putative role of the miR-124/STAT3 axis as a therapeutic biomarker in CTCL.

## 4. Discussion

Epigenetic mechanisms leading to miR-124 dysregulation have been previously associated with increased STAT3 activity in different tumors [24,25,26,27], and abrogation of miR-124 in CTCL cells secondary to hypermethylation in the miR-124 promoter has been demonstrated [28]. We have now shown that miR-124 is transcriptionally repressed by promoter methylation in CTCL cells contributing to sustain STAT3 signaling. miR-124 re-expression in these cells modifies important transcriptional programs including those regulating proliferation, chemotaxis, and T-cell function.

STAT3 is one of the nodes connecting transcriptional programs that are altered in CTCL [15,45] with a major impact on cell survival. Different mechanisms have been reported to deregulate STAT3 in CTCL. Genomic alterations including activating mutations, copy number alterations, or gene fusions involving JAK1, JAK2, JAK3, STAT3, and STAT5B genes [46]. In addition, external environmental agents can activate oncogenic STAT3/STAT5 signaling in malignant T cells leading to the release of IL-2 and other cytokines that eventually result in tumor progression [19,23,24,47]. Upregulation of a chemokine receptor CCR6 and its ligand CCL20 has also been shown to promote STAT3 pathway activation in advanced CTCL [48]. Similarly to other hematological neoplasms, this pathway could also be a potential therapeutic target in CTCL [5,49].

Several genes and pathways that are relevant in cancer initiation and progression have been identified in our study as dysregulated by the miR-124/STAT3 axis in CTCL. IFNL1 gene is a recently discovered IFN family important in epithelial innate immune defense and known to be regulated throughout NF-κB, which resulted in a significant elevation of secreted IFNL1 [50]. 

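Of 11 genes of the polycomb repressive complex 2, EED among them, 7 were higher and 4 lower in miR-124-transduced cells, and none passed the study's threshold (camera, adjusted p = 0.98). IL26 was dim, at the 18.1 percentile of all genes, with values of 4.22 and 5.43 in the control arrays and 4.46 and 6.44 in the miR-124 arrays, so that the lower miR-124 array lay between the controls. The control mean lies under the array background.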

Our study has also detected alterations in the expression of EED (a polycomb repressive complex 2 gene) and IL26 (a member of the IL10 superfamily which has a role in host innate immune response and is overexpressed in T-cells with proinflammatory properties); both genes differentially expressed in CTCL and benign skin biopsies [36]. Interestingly, IL26 has been shown to promote proliferation and survival by modulating STAT1/STAT3 signaling [51].

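The values of CCR8 were 5.54 and 5.43 in the control arrays and 4.80 and 5.08 in the miR-124 arrays, measured by 1 probe set. Of 17 chemokine receptor genes, 8 were higher and 9 lower in miR-124-transduced cells, with a median log2 fold change of -0.01, and none passed the study's threshold (camera, adjusted p = 0.81). CCR6, the receptor of CCL20, had a log2 fold change of -0.25 (standard error 0.56, unadjusted p = 0.68 from limma).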

CCR8 was significantly downregulated in CTCL through miR-124/STAT3. In cutaneous anaplastic large cell lymphoma, CCR8 downregulation has been postulated to contribute to the low tendency to disseminate to extracutaneous sites [52]. However, a relationship between CCR8 expression and clinical aggressiveness in MF needs to be demonstrated. A regulatory protein of mTOR1 (RPTOR) was upregulated when miR-124 was silenced in CTCL cell lines. This gene has an important role in tumorigenesis and early T-cell development, and could be of interest as future therapeutic target [34]. CXCL9, which has been associated with loss of epidermotropism in advanced CTCL, was significantly downregulated. 

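In these arrays CXCL9 was at 8.97 and 8.80 in control cells and at 9.85 and 9.60 in miR-124-transduced cells. It was 1 of 71 cytokine and chemokine genes, of which 43 were higher and 28 lower in miR-124-transduced cells, with a median log2 fold change of 0.05 (camera, adjusted p = 0.48). CXCL9 was the only member past the study's threshold on its brightest probe set, and IL7 passed on dimmer ones. CCL20, another chemokine of that list, lay under the array background in both conditions.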

BCR (breakpoint cluster region) or ATP1B2 (ATPase transporting beta 2) are also important genes commonly involved in CTCL genomic alterations deregulated throughout the miR124/STAT3 axis.

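BCR, the breakpoint cluster region gene, had 9 probe sets, and all were higher in miR-124-transduced cells. The brightest was 1.17-fold higher, at 9.06 ± 0.03 against 8.82 ± 0.06 (SD, n = 2 each), which is under the fold change of the study's threshold, and 2 dimmer probe sets passed the threshold with log2 fold changes of 0.75 and 0.84. ATP1B2, the beta 2 subunit of the sodium and potassium pump, was 1.98-fold higher, at 9.97 ± 0.60 against 8.98 ± 0.34 (SD, n = 2 each), with an unadjusted p of 0.035 from limma. Its other probe set had a log2 fold change of 1.05 and an unadjusted p of 0.072. Without control replicate 1 or miR-124 replicate 2, ATP1B2 no longer passed the threshold, with log2 fold changes of 0.75 and 0.56, nor did it with the mean of its probe sets, at 1.02 with an unadjusted p of 0.056.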

Ceacam1L promotes proliferation of glioblastoma cells by activating the STAT3 function [53], or Syndecan that suppresses T-cell activation in Sézary cells [54]. Conversely, the STAT3 and NF-κB pathways can be disrupted upon Syndecan ablation in breast cancer via Notch signaling [55]. 

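DOK1 and IL7 were higher in miR-124-transduced cells than in control cells on every probe set. DOK1, which encodes an adaptor that restrains tyrosine kinase signalling, had 5 probe sets with log2 fold changes of 0.33 to 0.62. The brightest was 1.43-fold higher, at 11.70 ± 0.18 against 11.19 ± 0.19 (SD, n = 2 each), with an unadjusted p of 0.020 from limma, and 1 dimmer probe set passed the study's threshold. IL7, which encodes a growth factor of T cells, had 6 probe sets with log2 fold changes of 0.24 to 0.65. The brightest was at 6.64 ± 0.38 against 6.32 ± 0.08 (SD, n = 2 each), with an unadjusted p of 0.17, and 2 dimmer probe sets passed the threshold, both with means under those of the background probe sets in both conditions. Without miR-124 replicate 1, the log2 fold changes of the brightest probe sets were 0.64 for DOK1 and 0.59 for IL7, and both passed. DOK1 also passed without control replicate 2, at 0.65. Both settings leave 1 condition with a single array number, so these values take in part of the difference between the numbers.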

Interestingly, we have observed that miR-124-mediated downregulation of DOK-1 and IL-7. DOK-1 usually decreases both JAK-2 and STAT-3/5 phosphorylation in lymphoma cells. Consistently, silencing of the DOK-1 gene resulted in the rescue of MAP kinases and JAKs activities in CD45 positive T-cells. Downregulation of IL-7 may explain the cytokine-independent activation of STAT3 and STAT5 in CTCL at advanced stages driven exclusively by constitutively active JAK1 and JAK3 kinases.

MYD88 mutations have been reported to be pathogenetically relevant in some cutaneous diffuse large B-cell lymphomas, leg type, and curiously seem to be mutually exclusive from other cancer-promoting mutations that activate the NF-κB pathway including BRAF, PIK3, or STAT3. Our observation may suggest a possible role for MYD88 in CTCL as a consequence of epigenetic regulation [56]. We observed that C-MYC could be another interesting target for the miR-124/STAT3 signaling since it has been commonly deregulated through recurrent genomic disturbances in CTCL [57].

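MYC, measured by 1 probe set, was among the brightest genes of these cells, at the 97.7 percentile, and had the same mean level of 12.46 in control and miR-124-transduced cells (SD 0.12 and 0.17, n = 2 each). Its log2 fold change was 0.00 with a standard error of 0.13.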

Finally, the observation of other different gene deregulation as a possible target for the miR124/STAT3 axis may be relevant as new markers. In this sense, epigenetic deregulation of CYP1A1 could be of interest since genetic polymorphisms in CYP1A1 gene have been related to a higher risk of non-Hodgkin lymphoma [58]. 

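ODF1, which encodes a protein of the sperm tail, was at 5.27 and 6.30 in the control arrays and at 5.42 and 7.46 in the miR-124 arrays. Its log2 fold change was 0.65 (standard error 0.76, unadjusted p = 0.43 from limma). It passed the study's threshold only without miR-124 replicate 1, with a log2 fold change of 1.68. That value takes in part of the difference between the array numbers, since miR-124 2 alone is set against both controls.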

The ATP1B2 gene, located in 17p13 (close to TP53 locus) and ODF1, located 8p22 (close to C-MYC locus), are frequently rearranged among various types of lymphoma including CTCL. These findings may suggest that epigenetic alterations on these genes may play a role in clonal heterogeneity [59].

In conclusion, epigenetic mechanisms are important events regulating the STAT3 pathway in CTCL. 

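TFAP2C, a transcription factor of the AP-2 family, was 1.55-fold lower in miR-124-transduced cells, at 8.14 ± 0.31 against 8.77 ± 0.13 (SD, n = 2 each), with an unadjusted p of 0.018 from limma, and its other probe set had a log2 fold change of -0.20. TFAP2C no longer passed the study's threshold without control replicate 1 or miR-124 replicate 2, with log2 fold changes of -0.54 and -0.42, nor with the mean of its probe sets, also at -0.42. IFI35, a gene induced by interferon, was 1.42-fold higher on its brightest probe set, at 9.66 ± 0.25 against 9.15 ± 0.15 (SD, n = 2 each), and passed the threshold on the other with a log2 fold change of 0.76. Its brightest probe set passed without control replicate 1 and without miR-124 replicate 2, with log2 fold changes of 0.61 and 0.68, and so did the mean of its probe sets, at 0.63. Of the syndecans, SDC1 had log2 fold changes of -0.05 to -0.08 on its 3 probe sets and SDC4 of 0.17 to 0.28 on its 3, and none passed the threshold. From its results as a whole, the paper proposes that the miR-124/STAT3 axis acts in CTCL through a transcriptional signature that involves the MYC pathway, and that the other factors it lists may be potential targets of therapy.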

Altogether, our study indicates that the miR-124/STAT3 axis plays a relevant mechanism in CTCL pathogenesis thorough the regulation of a whole transcriptional signature particularly involving the MYC pathway, which is an essential tumor driver in multiple systems, among other factors (Syndecan, TFAP2C, RPTOR DOK-1, IL-7, IFI35, CXCL9, or BCR) that may constitute potential therapeutic targets in CTCL. However, different mechanisms other than promoter methylation may contribute to miR-124 regulation in primary CTCL, including signals derived from non-transformed accompanying cells such as reactive lymphocytes or keratinocytes. Since this additional regulation may be particularly relevant in the incipient lesions, we will analyze in the near future early MF samples, and determine the role of mir124 and its regulation in the development and progression in MF. It would also be of interest to investigate the possible impact of miR-124 modulation in other tumor driver pathways in addition to STAT3.

## Figures and Tables

**Figure 1:**
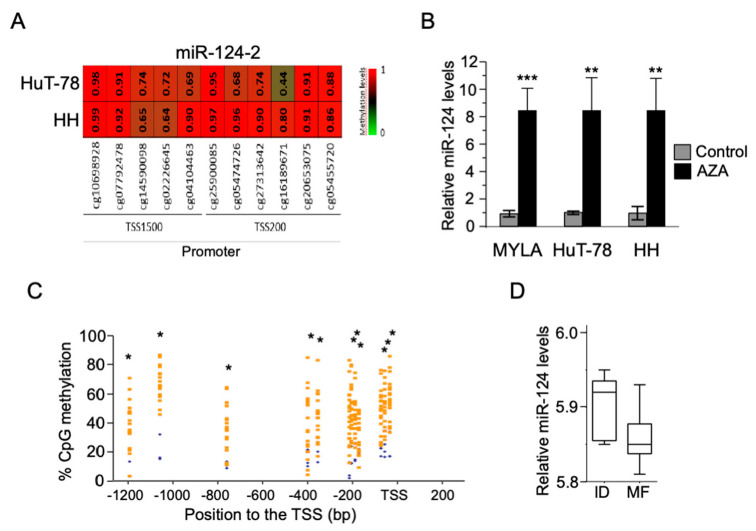
Hypermethylation and silencing of miR-124 in CTCL cell lines and MF tumor samples (**A**) DNA methylation levels of consecutive promoter CpGs from miR-124 in CTCL cell lines analyzed by the 450K DNA methylation microarray. Gradient color bar reference means Green (0, minimum) unmethylated, Red (1, maximum) hypermethylated; (**B**) restored expression of DNA methylated miR-124 in CTCL cell lines after treatment with the DNA demethylating agent 5-aza-2′-deoxycytidine. qRT–PCR product concentration (Ct) value for U6 was used to normalize overexpression of miR-124 in CTCL cell lines by the method ΔΔCt (ΔΔCt = ΔCt sample of interest—ΔCt reference sample) *** *p* < 0.001, ** *p* < 0.01; (**C**) Differentially methylated CpGs in miR-124 were identified in the comparison between MFt (orange) and inflammatory dermatoses (ID) (blue). * *p* < 0.05; (**D**) downregulation of miR-124 expression associated with its promoter hypermethylation in MFt samples. miR-124 expression showed lower levels in MFt samples respect to ID controls. Mann Whitney test, *p*-value = 0.0714, trend *p* < 0.01; *t* test, *p*-value = 0.0449 (statistical significance was reached when outliers were not considered).

**Figure 2:**
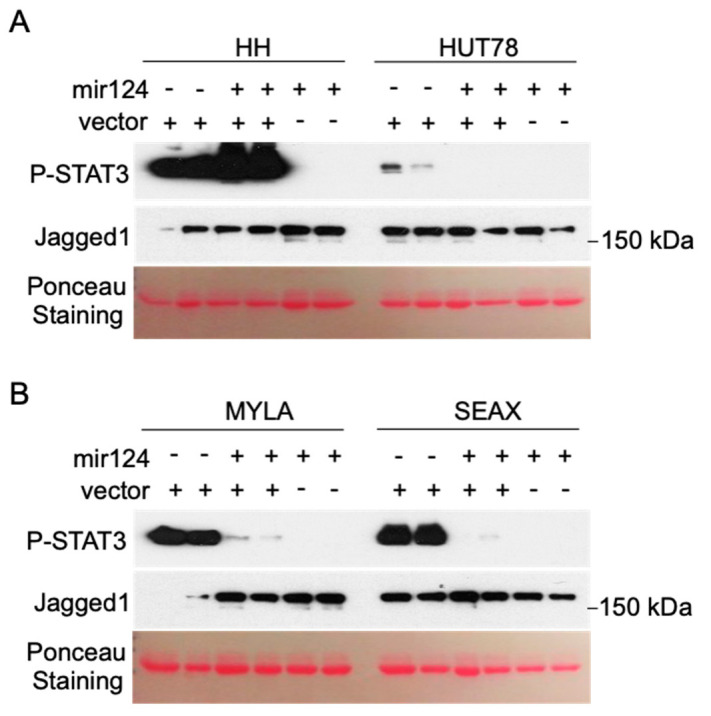
Ectopic expression of miR-124 precludes JAK/STAT3 signaling. Western blot analysis of *p*-STAT3 in HH, HUT78 (A), MYLA and SEAX (B) CTCL cell lines transduced with control vector, control vector plus lentiviral miR-124 expression vector, or miR-124 vector alone. Two biological replicates of each condition are included. Levels of the Notch1 ligand Jagged1 are shown as negative control of miR-124-dependent regulation. It is worth mentioning that the combination of control virus and miR-124 in HH (A) did not produce any effect on p-STAT3 likely due to dilution of the miR-124 lentivirus.

**Figure 3:**
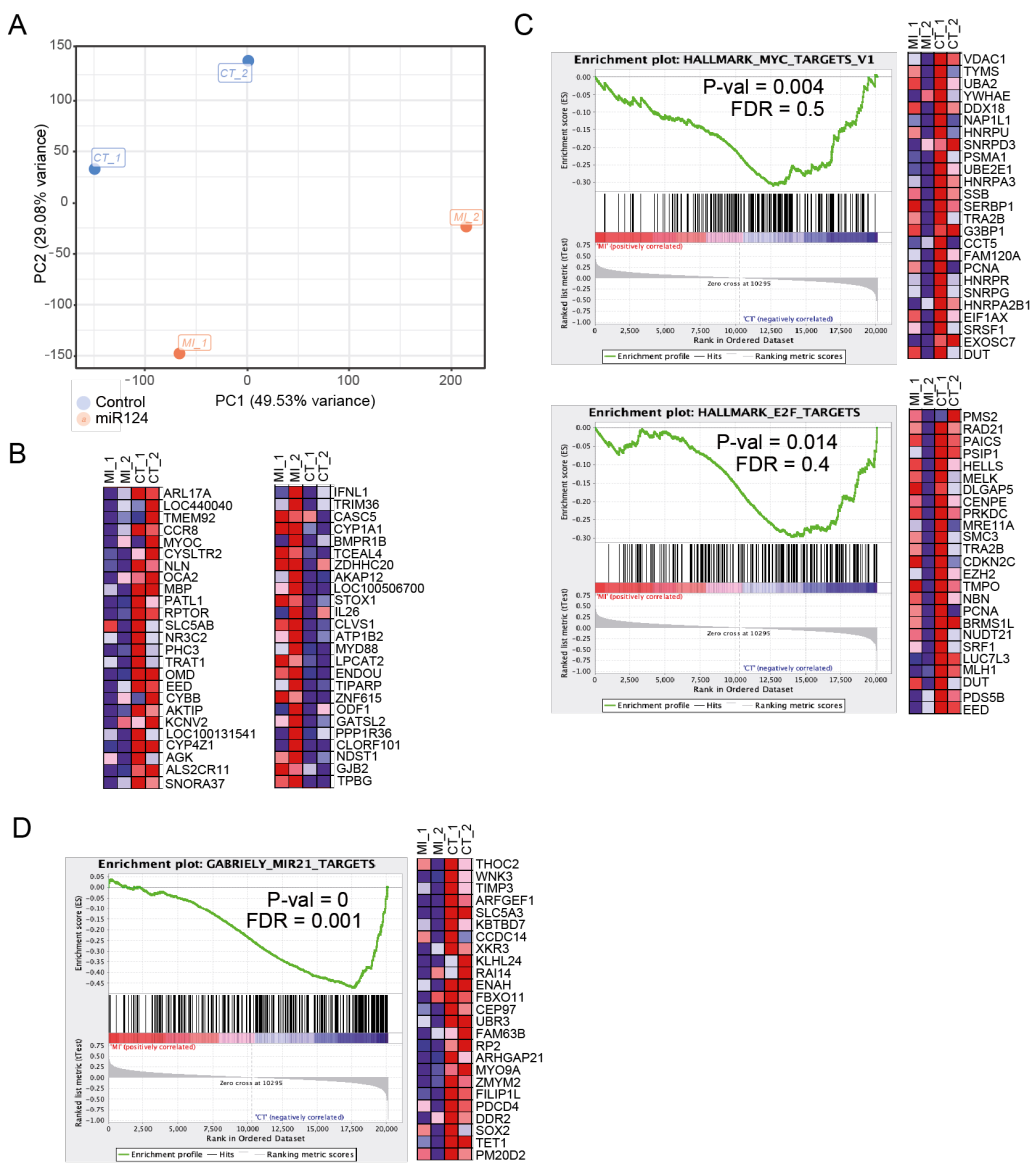
Transcriptional analysis of control and miR-124 transduced CTCL. (**A**) Principal Component Analysis of gene expression in control (non-transduced) CTCL cell lines (CT) versus miR-124-transduced (MI) CTCL cell lines; (**B**) heatmap showing the top differentially expressed genes (upregulated, in red or downregulated, in blue) comparing miR-124-transduced with control non-transduced cells. (**C**,**D**) Gene Set Enrichment Analysis of genes downregulated following miR-124 expression identified a significant association with genes in the MYC and E2F pathways (**C**) and also with genes downregulated by ectopic miR-21 expression (**D**). FDR, false discovery rate.

**Figure 4:**
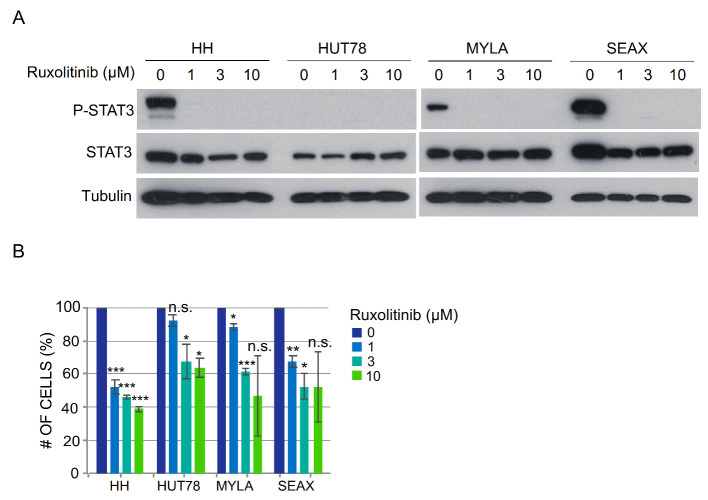
Sensitivity of CTCL cells to pharmacologic JAK/STAT inhibition. Dose–response assay in CTCL cells using the JAK/STAT pathway inhibitor Ruxolitinib. (**A**) low inhibitor doses completely precluded JAK/STAT activation in CTCL as indicated by the absence of p-STAT3; (**B**) Analysis of cell number after 48 h of Ruxolitinib treatment indicated highest sensitivity of HH and SeAx cells, which contain bigger amounts of STAT3 and p-STAT3 under basal conditions. The graph represents the average value and standard deviation of two independent experiments. Statistical significance was calculated by an unpaired *t*-test. *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05, n.s. = non-significant.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/12/2692/s1, Table S1: Differentially methylated CpGs in miR-124 identified in the comparison between MFt and ID. Different gene features are indicated as gene name, accession number, Group, CpG island, average value for each group, delta values, chromosome location, Map info, and distance to transcription start site. The red color indicates the gain of miR-124 promoter methylation in MFt patients with respect to ID.

## References

[1] Choi J., Goh G., Walradt T., Hong B.S., Bunick C.G., Chen K., Bjornson R.D., Maman Y., Wang T., Tordoff J. (2015). Genomic landscape of cutaneous T cell lymphoma. Nat. Genet..

[2] Almeida A.C.D., Abate F., Khiabanian H., Martinez-Escala E., Guitart J., Tensen C.P., Vermeer M.H., Rabadan R., Ferrando A., Palomero T. (2015). The mutational landscape of cutaneous T cell lymphoma and Sezary syndrome. Nat. Genet..

[3] Kiel M.J., Sahasrabuddhe A.A., Rolland D.C., Velusamy T., Chung F., Schaller M., Bailey N.G., Betz B.L., Miranda R.N., Porcu P. (2015). Genomic analyses reveal recurrent mutations in epigenetic modifiers and the JAK-STAT pathway in Sezary syndrome. Nat. Commun..

[4] McGirt L.Y., Jia P., Baerenwald D.A., Duszynski R.J., Dahlman K.B., Zic J.A., Zwerner J.P., Hucks D., Dave U., Zhao Z. (2015). Whole-genome sequencing reveals oncogenic mutations in mycosis fungoides. Blood.

[5] Perez C., Gonzalez-Rincon J., Onaindia A., Almaraz C., Garcia-Diaz N., Pisonero H., Curiel-Olmo S., Gomez S., Cereceda L., Madureira R. (2015). Mutated JAK kinases and deregulated STAT activity are potential therapeutic targets in cutaneous T-cell lymphoma. Haematologica.

[6] Prasad A., Rabionet R., Espinet B., Zapata L., Puiggros A., Melero C., Puig A., Sarria-Trujillo Y., Ossowski S., Garcia-Muret M.P. (2016). Identification of Gene Mutations and Fusion Genes in Patients with Sezary Syndrome. J. Investig. Dermatol..

[7] Ungewickell A., Bhaduri A., Rios E., Reuter J., Lee C.S., Mah A., Zehnder A., Ohgami R., Kulkarni S., Armstrong R. (2015). Genomic analysis of mycosis fungoides and Sezary syndrome identifies recurrent alterations in TNFR2. Nat. Genet..

[8] Vaque J.P., Gomez-Lopez G., Monsalvez V., Varela I., Martinez N., Perez C., Dominguez O., Grana O., Rodriguez-Peralto J.L., Rodriguez-Pinilla S.M. (2014). PLCG1 mutations in cutaneous T-cell lymphomas. Blood.

[9] Wang L., Ni X., Covington K.R., Yang B.Y., Shiu J., Zhang X., Xi L., Meng Q., Langridge T., Drummond J. (2015). Genomic profiling of Sezary syndrome identifies alterations of key T cell signaling and differentiation genes. Nat. Genet..

[10] Pérez C., Mondéjar R., García-Díaz N., Cereceda L., León A., Montes S., Vian C.D., Paredes M.G.P., González-Morán A., de Miguel V.A. (2020). Advanced-stage mycosis fungoides: Role of the signal transducer and activator of transcription 3, nuclear factor-κB and nuclear factor of activated T cells pathways. Br. J. Dermatol..

[11] Yumeen S., Girardi M. (2020). Insights into the Molecular and Cellular Underpinnings of Cutaneous T Cell Lymphoma. Yale J. Biol. Med..

[12] Seffens A., Herrera A., Tegla C., Buus T.B., Hymes K.B., Ødum N., Geskin L.J., Koralov S.B. (2019). STAT3 Dysregulation in Mature T and NK Cell Lymphomas. Cancers.

[13] Morris R., Kershaw N.J., Babon J.J. (2018). The molecular details of cytokine signaling via the JAK/STAT pathway. Protein Sci..

[14] Stabile H., Scarno G., Fionda C., Gismondi A., Santoni A., Gadina M., Sciume G. (2018). JAK/STAT signaling in regulation of innate lymphoid cells: The gods before the guardians. Immunol. Rev..

[15] Netchiporouk E., Litvinov I.V., Moreau L., Gilbert M., Sasseville D., Duvic M. (2014). Deregulation in STAT signaling is important for cutaneous T-cell lymphoma (CTCL) pathogenesis and cancer progression. Cell Cycle.

[16] Van der Fits L., Out-Luiting J.J., Tensen C.P., Zoutman W.H., Vermeer M.H. (2014). Exploring the IL-21-STAT3 axis as therapeutic target for Sezary syndrome. J. Investig. Dermatol..

[17] van der Fits L., Out-Luiting J.J., van Leeuwen M.A., Samsom J.N., Willemze R., Tensen C.P., Vermeer M.H. (2012). Autocrine IL-21 stimulation is involved in the maintenance of constitutive STAT3 activation in Sezary syndrome. J. Investig. Dermatol..

[18] van der Fits L., van Kester M.S., Qin Y., Out-Luiting J.J., Smit F., Zoutman W.H., Willemze R., Tensen C.P., Vermeer M.H. (2011). MicroRNA-21 expression in CD4+ T cells is regulated by STAT3 and is pathologically involved in Sezary syndrome. J. Investig. Dermatol..

[19] Vieyra-Garcia P.A., Wei T., Naym D.G., Fredholm S., Fink-Puches R., Cerroni L., Odum N., O’Malley J.T., Gniadecki R., Wolf P. (2016). STAT3/5-Dependent IL9 Overexpression Contributes to Neoplastic Cell Survival in Mycosis Fungoides. Clin. Cancer Res..

[20] van Kester M.S., Out-Luiting J.J., Borne P.A.V., Willemze R., Tensen C.P., Vermeer M.H. (2008). Cucurbitacin I inhibits Stat3 and induces apoptosis in Sezary cells. J. Investig. Dermatol..

[21] Eriksen K.W., Kaltoft K., Mikkelsen G., Nielsen M., Zhang Q., Geisler C., Nissen M.H., Röpke C., Wasik M.A., Ødum N. (2001). Consti-tutive Stat3-activation in Sezary syndrome: Tyr-phostin AG-490 inhibits Stat3-activation, interleu-kin-2 receptor expression and growth of aleukemic Sezary cell line. Leukemia.

[22] Nielsen M., Kaltoft K., Nordahl M., Röpke C., Geisler C., Mustelin T., Dobson P., Svejgaard A., Ødum N. (1997). Constitu-tive activation of a slowly migrating isoform of Stat3 in mycosis fungoides: Tyrphostin AG490inhibits Stat3 activation and growth of MF tumorcell lines. Proc. Natl. Acad. Sci. USA.

[23] Wu X., Hwang S.T. (2018). A Microbiota-Dependent, STAT3-Driven Mouse Model of Cutaneous T-Cell Lymphoma. J. Investig. Dermatol..

[24] Li Y., Zhang Z., Liu X., Huang T., He W., Shen Y., Liu X., Hong K., Cao Q. (2014). miR-124 functions as a tumor suppressor in the endometrial carcinoma cell line HEC-1B partly by suppressing STAT3. Mol. Cell. Biochem..

[25] Lu Y., Yue X., Cui Y., Zhang J., Wang K. (2013). MicroRNA-124 suppresses growth of human hepatocellular carcinoma by targeting STAT3. Biochem. Biophys. Res. Commun..

[26] Wang S., Wu G., Han Y., Song P., Chen J., Wu Y., Yang J., Liang P. (2018). miR-124 regulates STAT3-mediated cell proliferation, migration and apoptosis in bladder cancer. Oncol. Lett..

[27] Xu S., Zhao N., Hui L., Song M., Miao Z.W., Jiang X.J. (2016). MicroRNA-124-3p inhibits the growth and metastasis of nasopharyngeal carcinoma cells by targeting STAT3. Oncol. Rep..

[28] Gallardo F., Sandoval J., Diaz-Lagares A., Garcia R., D’Altri T., Gonzalez J., Alegre V., Servitje O., Crujeiras A.B., Stefansson O.A. (2015). Notch1 Pathway Activation Results from the Epigenetic Abrogation of Notch-Related MicroRNAs in Mycosis Fungoides. J. Investig. Dermatol..

[29] Willemze R., Cerroni L., Kempf W., Berti E., Facchetti F., Swerdlow S.H., Jaffe E.S. (2019). The 2018 update of the WHO-EORTC classification for primary cutaneous lymphomas. Blood.

[30] Irizarry R.A., Bolstad B.M., Collin F., Cope L.M., Hobbs B., Speed T.P. (2003). Summaries of Affymetrix GeneChip probe level data. Nucleic Acids Res..

[31] Wettenhall J.M., Smyth G.K. (2004). limmaGUI: A graphical user interface for linear modeling of microarray data. Bioinformatics.

[32] Sandoval J., Díaz-Lagares A., Salgado R., Servitje O., Climent F., Ortiz-Romero P.L., Pérez-Ferriols A., Garcia-Muret M.P., Estrach T., Garcia M. (2015). MicroRNA expression profiling and DNA methylation signature for deregulated microRNA in cutaneous T-cell lymphoma. J. Investig. Dermatol..

[33] Barsheshet Y., Wildbaum G., Levy E., Vitenshtein A., Akinseye C., Griggs J., Lira S.A., Karin N. (2017). CCR8(+)FOXp3(+) Treg cells as master drivers of immune regulation. Proc. Natl. Acad. Sci. USA.

[34] Hoshii T., Kasada A., Hatakeyama T., Ohtani M., Tadokoro Y., Naka K., Ikenoue T., Ikawa T., Kawamoto H., Fehling H.J. (2014). Loss of mTOR complex 1 induces developmental blockage in early T-lymphopoiesis and eradicates T-cell acute lymphoblastic leukemia cells. Proc. Natl. Acad. Sci. USA.

[35] Ying Z.X., Jin M., Peterson L.F., Bernard D., Saiya-Cork K., Yildiz M., Wang S., Kaminski M.S., Chang A.E., Klionsky D.J. (2016). Recurrent Mutations in the MTOR Regulator RRAGC in Follicular Lymphoma. Clin. Cancer Res..

[36] Litvinov I.V., Tetzlaff M.T., Thibault P., Gangar P., Moreau L., Watters A.K., Netchiporouk E., Pehr K., Prieto V.G., Rahme E. (2017). Gene expression analysis in Cutaneous T-Cell Lymphomas (CTCL) highlights disease heterogeneity and potential diagnostic and prognostic indicators. Oncoimmunology.

[37] Wolach B., Ash S., Gavrieli R., Stark B., Yaniv I., Roos D. (2005). Acute lymphoblastic leukemia in a patient with chronic granulomatous disease and a novel mutation in CYBB: First report. Am. J. Hematol..

[38] El Aggan H., Farahat N., el Deeb N., Zeid A., El-Shendidi A. (2019). Peripheral blood and hepatic Toll-like receptor 7 expression and interferon lambda 1 levels in chronic hepatitis C: Relation to virus replication and liver injury. Microb. Pathog..

[39] Veith A.C., Aram B.B., Jiang W., Wang L., Zhou G., Jefcoate C.R., Couroucli X.I., Lingappan K., Moorthy B. (2018). Mice Lacking the Cytochrome P450 1B1 Gene Are Less Susceptible to Hyperoxic Lung Injury Than Wild Type. Toxicol. Sci..

[40] Corvaisier M., Delneste Y., Jeanvoine H., Preisser L., Blanchard S., Garo E., Hoppe E., Barre B., Audran M., Bouvard B. (2012). IL-26 is overexpressed in rheumatoid arthritis and induces proinflammatory cytokine production and Th17 cell generation. PLoS Biol..

[41] Saurer L., Reber P., Schaffner T., Buchler M.W., Buri C., Kappeler A., Walz A., Friess H., Mueller C. (2000). Differential expression of chemokines in normal pancreas and in chronic pancreatitis. Gastroenterology.

[42] Muzio M., Ni J., Feng P., Dixit V.M. (1997). IRAK (Pelle) family member IRAK-2 and MyD88 as proximal mediators of IL-1 signaling. Science.

[43] Feng X.H., Liang Y.Y., Liang M., Zhai W., Lin X. (2016). Direct Interaction of c-Myc with Smad2 and Smad3 to Inhibit TGF-beta-Mediated Induction of the CDK Inhibitor p15(Ink4B). Mol. Cell.

[44] Gabriely G., Wurdinger T., Kesari S., Esau C.C., Burchard J., Linsley P.S., Krichevsky A.M. (2008). MicroRNA 21 promotes glioma invasion by targeting matrix metalloproteinase regulators. Mol. Cell. Biol..

[45] Sommer V.H., Clemmensen O.J., Nielsen O., Wasik M., Lovato P., Brender C., Eriksen K.W., Woetmann A., Kaestel C.G., Nissen M.H. (2004). In vivo activation of STAT3 in cutaneous T-cell lymphoma. Evidence for an antiapoptotic function of STAT3. Leukemia.

[46] Panagopoulos I., Gorunova L., Spetalen S., Bassarova A., Beiske K., Micci F., Heim S. (2017). Fusion of the genes ataxin 2 like, ATXN2L, and Janus kinase 2, JAK2, in cutaneous CD4 positive T-cell lymphoma. Oncotarget.

[47] Willerslev-Olsen A., Krejsgaard T., Lindahl L.M., Litvinov I.V., Fredholm S., Petersen D.L., Nastasi C., Gniadecki R., Mongan N.P., Sasseville D. (2016). Staphylococcal enterotoxin A (SEA) stimulates STAT3 activation and IL-17 expression in cutaneous T-cell lymphoma. Blood.

[48] Ikeda S., Kitadate A., Ito M., Abe F., Nara M., Watanabe A., Takahashi N., Miyagaki T., Sugaya M., Tagawa H. (2016). Disruption of CCL20-CCR6 interaction inhibits metastasis of advanced cutaneous T-cell lymphoma. Oncotarget.

[49] Damsky W.E., Choi J. (2016). Genetics of Cutaneous T Cell Lymphoma: From Bench to Bedside. Curr. Treat. Options Oncol..

[50] Swider A., Siegel R., Eskdale J., Gallagher G. (2014). Regulation of interferon lambda-1 (IFNL1/IFN-lambda1/IL-29) expression in human colon epithelial cells. Cytokine.

[51] You W., Tang Q., Zhang C., Wu J., Gu C., Wu Z., Li X. (2013). IL-26 promotes the proliferation and survival of human gastric cancer cells by regulating the balance of STAT1 and STAT3 activation. PLoS ONE.

[52] van Kester M.S., Tensen C.P., Vermeer M.H., Dijkman R., Mulder A.A., Szuhai K., Willemze R., van Doorn R. (2010). Cutaneous anaplastic large cell lymphoma and peripheral T-cell lymphoma NOS show distinct chromosomal alterations and differential expression of chemokine receptors and apoptosis regulators. J. Investig. Dermatol..

[53] Kaneko S., Nakatani Y., Takezaki T., Hide T., Yamashita D., Ohtsu N., Ohnishi T., Terasaka S., Houkin K., Kondo T. (2015). Ceacam1L Modulates STAT3 Signaling to Control the Proliferation of Glioblastoma-Initiating Cells. Cancer Res..

[54] Chung J.S., Shiue L.H., Duvic M., Pandya A., Cruz P.D., Ariizumi K. (2011). Sezary syndrome cells overexpress syndecan-4 bearing distinct heparan sulfate moieties that suppress T-cell activation by binding DC-HIL and trapping TGF-beta on the cell surface. Blood.

[55] Ibrahim S.A., Gadalla R., El-Ghonaimy E.A., Samir O., Mohamed H.T., Hassan H., Greve B., El-Shinawi M., Mohamed M.M., Gotte M. (2017). Syndecan-1 is a novel molecular marker for triple negative inflammatory breast cancer and modulates the cancer stem cell phenotype via the IL-6/STAT3, Notch and EGFR signaling pathways. Mol. Cancer.

[56] Zhou X.A., Louissaint A., Wenzel A., Yang J., Martinez-Escala M.E., Moy A.P., Morgan E.A., Paxton C.N., Hong B., Andersen E.F. (2018). Genomic Analyses Identify Recurrent Alterations in Immune Evasion Genes in Diffuse Large B-Cell Lymphoma, Leg Type. J. Investig. Dermatol..

[57] Vermeer M.H., van Doorn R., Dijkman R., Mao X., Whittaker S., Vader P.C.v., Gerritsen M.J., Geerts M.L., Gellrich S., Soderberg O. (2008). Novel and highly recurrent chromosomal alterations in Sezary syndrome. Cancer Res..

[58] Kim H.N., Kim N.Y., Yu L., Kim Y.K., Lee I.K., Yang D.H., Lee J.J., Shin M.H., Park K.S., Choi J.S. (2009). Polymorphisms of drug-metabolizing genes and risk of non-Hodgkin lymphoma. Am. J. Hematol..

[59] Salgado R., Toll A., Espinet B., Gonzalez-Roca E., Barranco C.L., Serrano S., Sole F., Pujol R.M. (2008). Analysis of cytogenetic abnormalities in squamous cell carcinoma by array comparative genomic hybridization. Actas Dermosifiliogr..

How the deposited data were processed for this re-analysis (not part of the article)

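Gene expression in the SeAx Sézary cell line was measured on 4 Affymetrix PrimeView arrays, 2 of control cells and 2 of cells transduced with a lentiviral miR-124 vector, and each array was assigned to its condition and number from the sample labels. The authors deposited log2 values, made by background correction, quantile normalization and RMA summarization. The submitters' processing notes name RMA and limma without versions, and the methods name R 3.3.0. The log2 values were used as deposited. The methods speak of a gene-level summary, whereas the table holds 49495 probe sets. The scanner images and probe intensities were not used here, so the background correction and the normalization could not be varied before the summary. Because the arrays were quantile-normalized, a change of the total RNA content of the cells is not visible, and a fold change is relative to the other genes of the array. No detection call per probe set was used here. The array's background probe sets had means of 5.18 to 5.23, and differences between values under these may lie within the background.

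Genes were named through the platform annotation of the probe sets. Of the 49293 probe sets tested, 45278 had 1 gene symbol, 1333 had several and 2682 had none, and 45214 were matched to a current gene record by its identifier, with no symbol changed. Probe sets with several symbols were tested but name no gene. Each of the 18244 genes was represented by the probe set with the highest mean over the 4 arrays. The text gives the other probe sets of a gene for some genes only. The table was not used for coordinates, since the arrays name no genome build. Some genes are not reported here.

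Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with the default prior, condition as the only term), which left 2 residual degrees of freedom and added 2.58 from the prior at the gene level. A gene passed the study's threshold at an unadjusted p under 0.05 and a fold change above 1.5, and the Benjamini-Hochberg adjusted p was taken over all genes. Unless another p is named, a p in the text is the unadjusted one from limma. Gene lists were tested with camera with a preset inter-gene correlation of 0.01, with an estimated correlation and fry beside it, adjusted over the 29 lists. The lists were written from textbook knowledge, those of MYC and E2F target genes from memory of the Hallmark sets. Their members entered the test where the array names them, for example 188 of the 200 MYC target genes and 188 of the 200 E2F target genes. Principal components were taken of centred, unscaled values. A rule written before the data were opened selected the genes that the paper names or shows in Fig. 3B as far as the array names them, the 10 largest rises and 10 largest falls among genes past the threshold with both miR-124 arrays on the same side of both controls and a mean above the median of all genes (7 rises and 10 falls qualified), and up to 4 members of each list past the threshold. Most genes shown only in Fig. 3B are not named one by one and enter the tally over that figure, and the text also names some genes outside this rule. Fig. 3B and Fig. 3C had been seen when the lists and this rule were written. Tests of miR-124 and miR-21 seed sites in 3' UTRs had been planned and were not run, since no transcript sequences were used here.

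The tests were tested on simulated data, with 20 draws of 4 arrays for the 18244 genes from their means and the variance prior of these arrays, and 200 changed genes in each. An earlier version that drew the observed residual SDs in place of the prior was replaced after its result was seen. At the study's threshold 46.3% of genes changed 1.5-fold, 97.5% of those changed 2-fold and 99.7% of those changed 4-fold were recovered, and at an adjusted p under 0.05 the shares were 0.448%, 41.9% and 90.3%. A change of 1.5-fold equals the fold threshold, so an estimate under the true change could not pass, however precise it was. With no gene changed, a median of 172 genes passed the study's threshold and a median of 0 passed an adjusted p of 0.05. Camera called the MYC list in 20 of 20 draws in which it had been lowered by 0.1 on the log2 scale. The simulated genes were independent of each other, which genes on an array are not. The simulated arrays also held no difference by number, while the variance they were drawn from includes it, so these shares and counts may not hold for the real arrays.

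The alternatives were a block for the array number, leaving out each array in turn, leaving out probe sets or genes with a mean under the median, cyclic loess between the arrays, array weights, an eBayes prior with trend and robust fitting, the mean of all probe sets of a gene, scaling in the principal components, and GSEA preranked with 1000 gene permutations in gseapy 1.3.1. With 1 array left out, the lone array of its condition is assumed to vary like the other condition. That condition then holds a single array number, so each such contrast takes in part of the difference between the numbers. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The methylation, Western blot and inhibitor experiments of the paper were not analysed here.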

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

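All tests of explanations in this part were chosen after the results were seen. The arrays differed more by their number than by condition. Between the 2 arrays numbered 1 and the 2 numbered 2, 1168 probe sets passed the study's threshold and 90 passed an adjusted p of 0.05 in limma, against 91 and 0 between the conditions. This signal concerns a grouping of the samples that the paper does not discuss. No source used here says that a number marks a shared culture, day or batch. The 4 arrays make 3 splits into 2 and 2, with 91 probe sets between the conditions, 1168 between the numbers and 14 in the remaining split. With 3 splits, no share can fall under 0.05. A split with many times the real count points to a structure of the samples.

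The single genes named here for the arrays numbered 2 were chosen after their values were seen, and they do not stand for a group. Of the 71 cytokine and chemokine genes listed before, 30 were lower in the arrays numbered 2, the median difference was 0.04, and the adjusted p in camera was 0.036, or 0.59 with an estimated correlation. IFNG, which encodes interferon gamma, was at 5.28 and 4.42 in the arrays numbered 1 and at 7.58 and 7.72 in those numbered 2 (adjusted p = 0.032 from limma). The mean of its arrays numbered 1 lies under the array background, so no difference is given. The chemokine genes CCL3 and CXCL8 differed by 2.61 and 2.41, SPP1 (osteopontin) by 3.31, INHBA by 3.16, MMP12 by 3.31 and NR4A3, an early response gene of T-cell receptor signalling, by 2.36. Of 63 genes past an adjusted p of 0.05, 58 were higher in the arrays numbered 2 and 5 were lower. Genes of the cell cycle ran the other way as lists, with 40 of 41 S phase genes, 53 of 54 G2/M genes and 171 of 188 E2F target genes lower in the arrays numbered 2, at medians of -0.42, -0.37 and -0.26. Camera called 10 of the 29 lists between the numbers, among them the MYC targets (median -0.12), and 0 with an estimated correlation (adjusted p = 0.53 for the E2F list). RNA degradation in the arrays numbered 2 stays open, because the difference between the 3' and 5' probe sets was larger there by 0.134 for GAPDH and changed by -0.012 for ACTB. For the E2F list, a normalization error that depends on signal level is argued against by 10000 random lists matched on mean level, whose lowest median was -0.059. Monocytes or macrophages in the samples numbered 2 are argued against by 13 myeloid marker genes, whose median differed by 0.049, with members from -0.42 for CSF1R to 0.59 for CYBB, and by the abundant transcripts of such cells, LYZ and S100A8, which stayed at mean levels of 3.88 and 3.89. No condition of the design follows the numbers, so no other biological explanation was tested.

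The poly-A spike-in controls dap, lys and phe, bacterial RNAs added to the cell RNA before labelling, were higher in the miR-124 arrays. The signal lies in control probe sets that the paper does not discuss. The 6 probe sets of dap lay above both controls in both miR-124 arrays, by a mean of 0.62 on the log2 scale. A difference in hybridization or scanning is argued against by the hybridization controls, which differed by a mean of -0.013. Less cell RNA per unit of spike-in in the miR-124 samples is a candidate explanation that stays open, because the spike-in thr differed by -0.151, with 7.26 in control 1 and 6.42 in control 2, a spread between the controls larger than the difference.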

How the results depend on the processing

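The counts of calls depended on which array was left out and on the fold threshold, and settings without a fold threshold or over any probe set were chosen after the data were examined. Leaving out 1 array gave 129 to 1078 probe sets and 33 to 340 genes past the study's threshold, in place of 91 and 28. Leaving out dim probe sets gave 45 probe sets and 17 genes, because fewer were tested. Array weights, cyclic loess, the robust prior and the mean of all probe sets of a gene gave counts within 1.5 times. Without a fold threshold there were 2331 probe sets and 813 genes, and counting a gene by any of its probe sets gave 71 genes, or 1715 without a fold threshold. With a replicate block for the array number, 167 probe sets and 49 genes passed. The deviations of same-numbered arrays from their condition means correlated at 0.64 across probe sets, but no source used here says that a number pairs the samples, and there are only 2 pairs. No gene passed an adjusted p of 0.05 in limma under any of these alternatives. With the replicate block, 2505 of the 18244 genes had an unadjusted p under 0.05 from limma, against 813 without it. Cyclic loess, array weights, the robust prior and the mean of all probe sets gave 716 to 806. The fit without the block leaves the difference between the numbers in its residual spread. The miR-124 minus control differences of the 2 numbers correlated at 0.35 across probe sets, or -0.36 with the numbers crossed. No list was called except when an array was left out, with 0 to 5 lists called. The adjusted p then ran from 3.8e-05 to 0.69 for the MYC list, from 1.7e-11 to 0.057 for the E2F list, from 2.2e-08 to 0.14 for S phase genes, from 2.1e-10 to 0.089 for G2/M genes, from 0.0094 to 0.78 for the p53 list and from 0.0041 to 0.71 for the mTOR list, with the MYC, E2F, S phase and G2/M lists lower without control replicate 2 or miR-124 replicate 1 and higher without miR-124 replicate 2. None of these calls held with an estimated correlation. PC1 and PC2 held 70.4% and 21.7% of the variance without dim probe sets, 49.4% and 29.1% with each probe set scaled, and nearly the same shares with cyclic loess. Of 20 named genes past the threshold, CYP1A1, CXCL9, CYP4Z1, CATSPERT and CLDN20 passed under all alternatives that include them, CATSPERT with values under the array background. The cause was not tested where none is named. The seed site tests and their 8-base alternatives were not run. At low signal over background, as for CCR8, IL26, CYBB, CATSPERT, SNORA37 and the dimmer probe sets of IL7, the background limits what a fold change can show.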

Differences from the paper's values

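The paper reports 1858 differentially expressed genes at p < 0.05 and an absolute fold change above 1.5. At the same thresholds, 28 genes and 91 probe sets passed here. Under every alternative set before the data were examined the count stayed more than 1.5 times lower, from 17 to 340 genes and from 45 to 1078 probe sets, the latter without miR-124 replicate 1. Without the fold threshold, a setting chosen after seeing the values, there were 2331 probe sets, and counting a gene by any of its probe sets gave 1715 genes, both within 1.5 times of the paper's count. Of the 9 genes that the results text names with a direction, that setting drops 4, and of the 44 genes of Fig. 3B it drops 18. The shares of PC1 and PC2 are about 50% and about 29% in Fig. 3A, read by eye, and were 65.2% and 23.0% here, or 49.4% and 29.1% with each probe set scaled, the setting whose shares fall closest to the figure.

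Of the 9 genes that the results text calls lower or higher, 7 ran that way on the brightest probe set, CYP1A1 and CXCL9 past the threshold, and 9 on at least 1 probe set. The paper drew these genes from the same arrays, so their directions are no independent evidence. The paper lists RPTOR among the genes that fell. Here it was higher on 5 of 6 probe sets, by 0.32 on the brightest, and past the threshold in the paper's direction on 1 dim probe set, whose miR-124 mean lies under the array background. The paper lists CYBB among the genes that fell, and 3 of its 4 probe sets had a log2 fold change under 0 (-0.73, -0.06 and -0.00) without passing the threshold. The brightest had a log2 fold change of 0.04, with means at the array background. CCR8 passed only without control replicate 2 or without miR-124 replicate 2. IFNL1 and IL26 passed only with the replicate block or without miR-124 replicate 1. RPTOR passes when a gene counts by any of its probe sets, a setting chosen after seeing the values. MYD88 and EED ran in the paper's direction on every probe set, none of which passed. Their brightest probe sets and the means of their probe sets passed under none of the settings, which were not followed for their dimmer probe sets. The discussion gives CXCL9 as lower, and the results text gives it as higher. Here it was higher by 0.84. The discussion gives DOK1 and IL7 as lower, and both were higher here on all of their probe sets, 5 and 6, though the IL7 probe sets that passed the threshold lie under the array background. It proposes a possible role for epigenetic changes of ODF1 in clonal heterogeneity, and Fig. 3B shows the gene as higher. Here ODF1 was higher by 0.65 and passed only without miR-124 replicate 1. The paper states that MYC and E2F target genes fell. Here neither list passed in camera, and GSEA preranked on other lists gave a false discovery rate of 0.95 for MYC targets, lower, and 1.0 for E2F targets, with the sign higher. Both lists were called lower without control replicate 2 or without miR-124 replicate 1, and higher without miR-124 replicate 2. These settings take in part of the difference between the array numbers, and none of the calls held with an estimated correlation. The paper shows changes like those after miR-21 inhibition, on a gene set that was not used here. Known target genes of miR-21 had a median of -0.01.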

Other observations

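The tests of explanations in this part were chosen after the results were seen, whereas the gene lists were fixed before. No gene of T-cell receptor signalling and no Sézary cell marker gene passed the study's threshold between the conditions on its brightest probe set, and DOK1 of the former list passed on a dimmer one. Of 41 genes of T-cell receptor signalling, 23 were higher and 18 lower in miR-124-transduced cells, with a median log2 fold change of 0.04 (camera, adjusted p = 0.48). Of 27 marker genes of Sézary cells, 14 were higher and 13 lower (median 0.01, adjusted p = 0.98). The list with the lowest p was that of 22 mTOR complex genes, of which 16 were higher and 6 lower, with a median of 0.13, an adjusted p of 0.47 in camera and 0.99 with an estimated correlation. It was called higher without control replicate 2 and without miR-124 replicate 1, with medians of 0.18 and 0.21. Neither call held with an estimated correlation. The mTOR list was also higher in the arrays numbered 2, by a median of 0.14, so these values take in part of the difference between the array numbers. Of 29 NOTCH pathway genes, 11 were higher and 18 lower (median -0.05, camera, adjusted p = 0.48). JAG1, which the paper uses as a negative control at the protein level in other experiments, was higher on 2 of its 6 probe sets. Its log2 fold change on the brightest was 0.02 (standard error 0.08). The 66 ribosomal protein genes, the 24 heat shock and unfolded protein genes and the 11 housekeeping genes had medians of 0.01, 0.02 and -0.05. Marker genes of other cells had medians of -0.02 for B cells, 0.04 for myeloid cells, -0.05 for keratinocytes, -0.04 for fibroblasts, 0.02 for neurons and embryonic kidney cells, and 0.03 for erythroid cells, and none of these lists passed in camera, GSEA preranked (with a false discovery rate above 0.05 for all 29 lists, lowest 0.094 for T-cell receptor signalling) or under an estimated correlation. Camera gave the direction down to the Sézary, heat shock, myeloid, and neuronal and kidney lists, whose medians were above 0, and up to the fibroblast list, whose median was below 0. BLK, a kinase of B cells chosen here after its values were seen, was the 1 B cell gene past an adjusted p of 0.05 when adjusted over the list alone, with a log2 fold change of 0.53. CEACAM1, a cell adhesion molecule, was lower on all 9 probe sets, and 2 of them passed the study's threshold with log2 fold changes of -0.78 and -0.88. Its brightest probe set had a log2 fold change of -0.30 (standard error 0.26, unadjusted p = 0.31 from limma) and did not pass.

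The condition contrast held 28.2% of the variance of the tested probe sets, less than the contrast of the array numbers with 58.0% and more than the remaining contrast with 13.8%. In the simulated arrays with no gene changed, a median of 172 genes passed the study's threshold, against the 28 counted in these arrays, and the simulated genes were independent of each other. The variance they were drawn from includes the difference between the array numbers, which the simulated arrays did not hold. The simulated count is therefore no measure of how many calls would arise by chance in the real arrays.

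CYP1A1 and CXCL9 rose in the miR-124 arrays, IFI35 passed the threshold as higher on its dimmer probe set alone, and the paper describes the controls as not transduced, so the design does not separate an effect of the vector or of selection from that of miR-124. A broad interferon response to transduction is argued against by the 64 genes stimulated by interferon, whose upper quartile of log2 fold changes was 0.117, with 32 higher and 32 lower. The list cannot exclude a response limited to a few genes, since CXCL9, IFI35 and PLSCR1 each passed as higher on at least 1 probe set. CYP1A1 is not on the list, so the list does not bear on its rise. Higher activity of the aryl hydrocarbon receptor, which induces CYP1A1, is a candidate explanation that stays open. Over all 10 target genes of the receptor the median was 0.06 (camera, adjusted p = 0.48, or 0.99 with an estimated correlation), 6 were higher and 4 lower, and fry gave p = 0.018, or 0.52 after adjustment over the lists. CYP1A1 passed the threshold and was the 1 member past an adjusted p of 0.05 when adjusted over the list alone. CYP1A2 had a log2 fold change of 0.27 on its brightest probe set and passed the threshold on the other. TIPARP had a log2 fold change of 0.56 and passed only without miR-124 replicate 1, at 0.85. Of the other members, NQO1, CYP1B1 and LRAT had log2 fold changes of 0.42, 0.10 and 0.01 on their brightest probe sets. NFE2L2, AHRR, ALDH3A1 and AHR had -0.26, -0.11, -0.08 and -0.03, and none of the members in these 2 groups passed the threshold there. Over the 8 members that the paper does not name, fry gave p = 0.661, but AHR, which is not a target, is 1 of them.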
